A study of Homo sapiens with 11 samples.

How the data were processed

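Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done in 92-1 cells, a cell line derived from a uveal melanoma, which is a melanoma of the pigmented layer of the eye. Cells were treated for 4 h with DMSO, the solvent, or with FHT-1015, an inhibitor of the ATPases SMARCA4 (also called BRG1) and SMARCA2 of the BAF chromatin remodelling complexes. Formaldehyde-fixed, sonicated chromatin was precipitated with antibodies against acetylated histone H3 lysine 27 (H3K27ac), SMARCA4 and the transcription factors MITF, TFAP2A and SOX10, per the labels. The series held 11 samples: 10 immunoprecipitated libraries, 1 for each of the 5 antibodies in each of the 2 conditions, and 1 DMSO input library, for which no peak list was used here. Groups were taken from the sample titles. In those titles the target called TFAP2A here was written AP-2, without naming TFAP2A.

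The deposited values were peak lists, 14 in all: a narrow list for each of the 10 libraries and a broad list for the 4 H3K27ac and SMARCA4 libraries. Each list belonged to 1 library, and libraries were not pooled. The lists had no header, and neither they nor the labels stated the aligner, the peak caller, its settings, the control or the genome build. The names of the unplaced contigs were those of GRCh38, and coordinates are given as in the lists, counted from 1. The authors' peak score was a whole number equal to 10 times the −log10 q of the peak, truncated, and was not used further. The fold enrichment of each peak, a ratio over the caller's background, was deposited by the authors and was used only to describe or filter peaks within a list. The −log10 p and −log10 q of each peak, also deposited by the authors, were used to rank and filter peaks within a list. The lowest −log10 p lay just above 2 in every list, so that the lists included weak peaks: between 57.9% of narrow peaks (SOX10, FHT-1015) and 95.8% (TFAP2A, DMSO) had a q-value under 0.05.

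Narrow lists were the main data. Peaks with the same start and end were counted once. A DMSO peak was called retained when an FHT-1015 peak of the same antibody shared at least 1 bp with it, and lost otherwise. An FHT-1015 peak that shared no base with a DMSO peak was called FHT-1015-only. Chance overlap was the mean over 20 random shifts of the peaks by 100 kb to 1 Mb along their chromosome. Shares are given with 95% Wilson intervals over peaks. With 1 library per antibody and condition there were no replicates, so no test was made and no p-value is given for any comparison. Peaks are not replicates, and the intervals cover counting error in these lists only, not the variation between cultures or immunoprecipitations.

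The design had foreseen promoters defined by annotated transcription starts. The annotation used here, RefSeq genes on GRCh38.p14, gave the extent of each gene without its strand, so peaks within 1 kb of either boundary of any of 20056 protein-coding genes were compared with all other peaks, called distal. Boundary peaks therefore include those at the 3′ ends of genes, and distal peaks include those at starts that lie inside a gene. As a check of the build, gene boundaries were moved by 20 kb: 22.8% of DMSO H3K27ac peaks lay at a boundary and 6.50% at a moved one. Exons, introns and sequence motifs were not analysed here. For matched differences, the DMSO list was divided into deciles (10 equal parts) by −log10 p, the difference between 2 classes of peaks was taken within each decile that had at least 20 peaks of both classes, and the differences were averaged with weights n × m/(n + m) for n and m peaks of the classes.

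The depth of the libraries was recovered from the peaks. Under the assumption that the fold is (x + 1)/(λ + 1) and that p is the Poisson upper tail of a pileup of x reads over a background of λ reads, x came out as a whole number, within a tolerance of 0.002, for at least 99.99% of the peaks with −log10 p of up to 290 in every list. Between 39.6% and 51.0% of the λ values above the lowest background lay on whole multiples of 1 step per list, against a median of 0% for other steps, and the remaining values lay on no multiple counted here. The step was taken as the ratio of library to input reads. The lowest λ divided by the step and by the length of the shortest peak came to 0.0106 in all 10 lists, as a shared input library would give. In the SOX10 FHT-1015 list, x was whole only after division by 0.890, so this library had been scaled down to the depth of the input. This form was inferred from the values, and the caller was not stated. To compare MITF at equal depth, the reads of each DMSO peak were thinned at random to the depth of the FHT-1015 library and p was computed again. The deposited identifiers of the SOX10 libraries differed from one another and from those of the other libraries in a prefix whose meaning was not stated, so a batch difference for SOX10 was not tested.

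Genes were named by a rule fixed before the data were examined, as were the comparisons and most alternatives: 9 pigment-lineage and remodeller loci (SOX10, MITF, TFAP2A, SMARCA4, PMEL, TYR, TYRP1, DCT and MLANA) and 3 control loci (ACTB, GAPDH and TBP), each as the gene body with 50 kb either side, and for each antibody the 3 lost and the 3 FHT-1015-only peaks with the highest −log10 p. Such peaks are placed by the gene they lie in or the nearest gene boundary, in place of the nearest transcription start. All 12 loci were found in the annotation. The alternatives were another overlap rule (at least 50% of the peak covered, or summits within 200 bp), −log10 p of at least 10 or a fold of at least 5 in both lists, lists of equal number, the broad lists, boundaries within 2.5 kb, matching on strength, distal peaks only, and windows of 100 kb. Added after the data had been seen were a summit coverage of at least 5 times the library mean, DMSO peaks with −log10 p of at least 10 against the whole FHT-1015 list, for the boundary comparison summits within 200 bp and boundary peaks with a DMSO H3K27ac peak, and for the SMARCA4 comparison distal peaks matched on strength.

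Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The overlap code was checked against bedtools 2.31.1 and differed for 0 of 505645 peaks. Tested on simulated data, the pileup code recovered the reads of 100% of 19715 simulated peaks, and the matched difference came to 0.410 percentage points where 0 had been simulated on the 103379 DMSO SOX10 peaks and to 19.5 where 20 had been simulated. There strength acted through the decile alone, so the simulation did not test differences of strength within a decile. Thinning of 100000 simulated peaks gave 0.995 times the strong peaks simulated at the lower depth.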

Results

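Binding of SMARCA4, MITF, TFAP2A and SOX10 and the distribution of H3K27ac were profiled in 92-1 uveal melanoma cells after 4 h of DMSO or FHT-1015. SMARCA4 and SMARCA2 are the alternative motors of the BAF complexes, which move nucleosomes. MITF and SOX10 are transcription factors of the pigment cell lineage, TFAP2A is a factor of the neural crest, and H3K27ac marks active promoters and enhancers. The comparison asked how blocking the remodeller's ATPase alters the genomic binding of these factors. Each of the 5 antibodies had 1 library per condition, without replicates, so the differences below describe pairs of libraries.

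The depth of each library relative to the input library, recovered from the peak values, was 0.889 for H3K27ac in DMSO and 0.934 in FHT-1015, 0.934 and 0.858 for SMARCA4, 0.690 and 0.589 for MITF, 0.823 and 0.790 for TFAP2A, and 0.982 and 1.124 for SOX10. The FHT-1015 library was therefore deeper than the DMSO library for H3K27ac (ratio 1.0501) and SOX10 (1.15), and shallower for SMARCA4 (0.918), MITF (0.854) and TFAP2A (0.960). The median peak summit held between 14 and 26 reads in 9 of the narrow lists, and 8 reads in the MITF list of FHT-1015-treated cells.

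The number of narrow peaks fell from 103379 in DMSO to 33268 in FHT-1015 for SOX10, a ratio of 0.322. H3K27ac peaks went from 68093 to 48103 (ratio 0.706), TFAP2A peaks from 142667 to 118942 (0.834) and SMARCA4 peaks from 101987 to 89761 (0.880). The MITF list was slightly longer after FHT-1015, with 92716 peaks against 89519 (1.04). Limited to a q-value under 0.05, MITF had 80331 peaks in DMSO and 56681 in FHT-1015. The longer list thus rested on peaks that missed that threshold. The alternative that moved a ratio most was a fold enrichment of at least 5, which gave 0.0952 for SOX10. Among peaks with a −log10 p of at least 10, the MITF ratio was 0.409, with 32840 peaks in DMSO and 13440 in FHT-1015. At that threshold SOX10 had 40186 and 4707 peaks, TFAP2A 66845 and 40132, H3K27ac 32290 and 25649, and SMARCA4 19271 and 18323. With a fold enrichment of at least 5 the SMARCA4 ratio rose above 1, to 1.097.

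**Figure D1:**
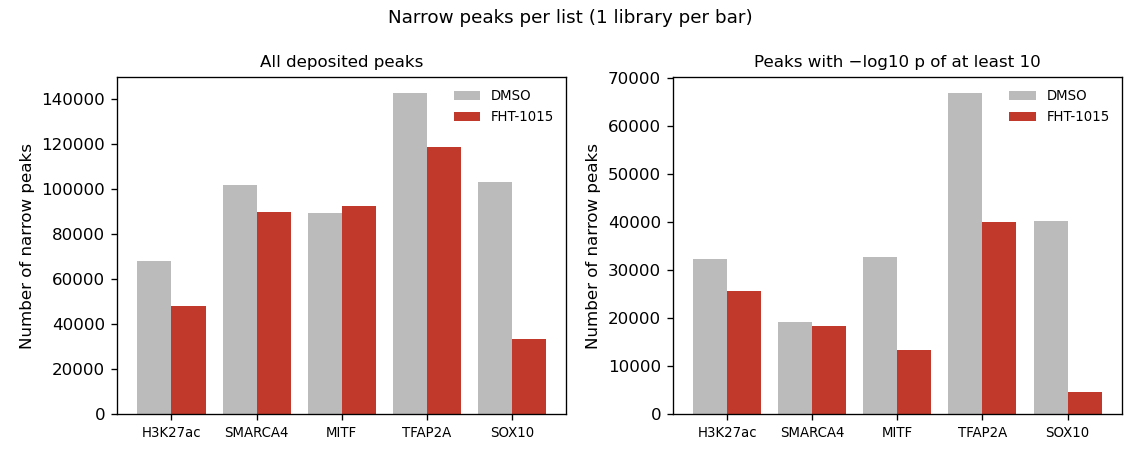
Number of narrow peaks in each list (vertical axes) for the 5 antibodies, with DMSO in grey and FHT-1015 in red, for all deposited peaks (left) and for peaks with a −log10 p of at least 10 (right). Each bar is 1 library without error; SOX10 fell from 103379 to 33268 peaks, and MITF rose on the left and fell on the right, from 32840 to 13440.

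Peak lists were then compared by overlap. Of the DMSO H3K27ac peaks, 59.3% (95% Wilson interval 59.0 to 59.7) were retained in FHT-1015, against 4.28% by chance. TFAP2A retained 54.9% (54.7 to 55.2) and SMARCA4 52.0% (51.7 to 52.3), with chance values of 5.03% and 3.67%. MITF retained 36.2% (35.9 to 36.6; chance 2.38%). SOX10 retained 18.3% (18.1 to 18.6; chance 1.13%), with 84443 of its DMSO peaks lost. The SOX10 share was below those of the other 4 antibodies under every alternative run for the SOX10 share except lists of equal number, where SOX10 retained 36.0% and MITF 35.9%. The alternative that moved a share most was SMARCA4 limited to DMSO peaks with a −log10 p of at least 10, of which 85.2% were retained in the whole FHT-1015 list. Under that restriction H3K27ac retained 87.6%, TFAP2A 71.5%, MITF 61.7% and SOX10 33.0%.

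Retention rose with the strength of the peak in DMSO for every antibody. In the weakest decile of each list by −log10 p, 22.8% of H3K27ac, 28.5% of SMARCA4, 12.3% of MITF, 28.7% of TFAP2A and 5.37% of SOX10 peaks were retained. In the strongest decile the shares were 99.8% for H3K27ac, 89.5% for SMARCA4, 85.4% for MITF, 89.7% for TFAP2A and 47.0% (46.1 to 48.0) for SOX10, so that most of the strongest SOX10 peaks in DMSO had no FHT-1015 peak over them.

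**Figure D2:**
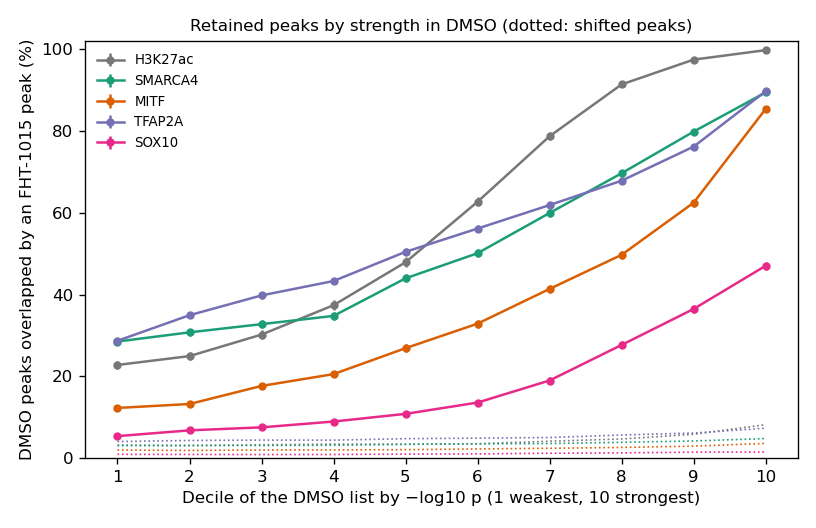
Percentage of DMSO peaks overlapped by an FHT-1015 peak of the same antibody (vertical axis) in each decile of the DMSO list by −log10 p (horizontal axis, weakest to strongest), with 95% Wilson intervals mostly smaller than the points and dotted lines for randomly shifted peaks. All 5 antibodies rise from left to right, H3K27ac to 99.8% and SOX10 to 47.0%.

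FHT-1015-only peaks made up 19.8% of the FHT-1015 H3K27ac list, 34.4% for TFAP2A, 38.5% for SOX10, 45.4% for SMARCA4 and 64.8% for MITF. Few of them were strong. Among FHT-1015 peaks with a −log10 p of at least 10, those without any DMSO peak numbered 69 for SOX10 (1.47%), 336 for MITF (2.5%), 799 for H3K27ac (3.12%), 1828 for TFAP2A (4.55%) and 861 for SMARCA4 (4.70%). These counts are against the whole DMSO list, weak peaks included. Against DMSO peaks of the same threshold, 44.8% of them lacked a counterpart for SMARCA4 and 21.1% for TFAP2A. The share was 13.2% for MITF, 12.7% for H3K27ac and 5.31% for SOX10.

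The next comparison asked whether peaks away from genes' boundaries were lost more often. SOX10 peaks within 1 kb of a boundary of a protein-coding gene were retained in 42.4% of cases (41.6 to 43.1) and distal SOX10 peaks in 13.2% (12.9 to 13.4), a difference of −29.2 percentage points. The distal minus boundary difference was −40.2 for SMARCA4 (44.8% against 85.0%), −39.0 for H3K27ac (50.5% against 89.5%), −36.0 for TFAP2A (49.8% against 85.8%) and −34.1 for MITF (32.0% against 66.1%). The alternative that moved this comparison most was a −log10 p of at least 10 in both SOX10 lists, where the difference was −6.08. When peaks were matched on their strength in DMSO, the difference was −17.2 for H3K27ac, −28.1 for SOX10, −29.2 for TFAP2A, −29.8 for MITF and −35.4 for SMARCA4, and distal peaks were retained less often in all 10 deciles for each antibody. In the strongest decile of DMSO SOX10 peaks, 82.7% of boundary peaks and 42.7% of distal peaks were retained.

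**Figure D3:**
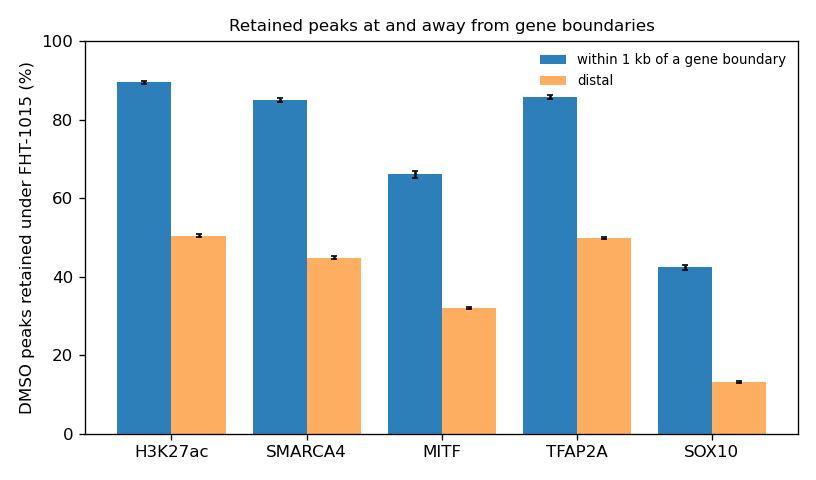
Percentage of DMSO peaks retained in FHT-1015 (vertical axis) for peaks within 1 kb of a protein-coding gene boundary (blue) and distal peaks (orange), for each of the 5 antibodies, with 95% Wilson intervals over peaks. The orange bar is lower for every antibody, from −29.2 percentage points for SOX10 to −40.2 for SMARCA4.

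A further comparison asked whether sites that carried SMARCA4 in DMSO were lost more often. A SMARCA4 peak overlapped 60.8% of DMSO H3K27ac peaks, 55.0% of SOX10 peaks, 45.8% of MITF peaks and 38.1% of TFAP2A peaks, where chance gave between 3.23% and 5.53%. Peaks with SMARCA4 were retained more often than those without: 72.0% against 39.7% for H3K27ac, 49.7% against 24.9% for MITF, 65.1% against 48.6% for TFAP2A, and 24.7% against 10.48% for SOX10. The differences were 32.3, 24.8, 16.5 and 14.2 percentage points. Peaks with SMARCA4 were also stronger in DMSO, with a median −log10 p of 12.0 against 5.38 for SOX10. Matched on strength, which moved the H3K27ac difference most of all alternatives, the differences were 4.14 for H3K27ac, 4.65 for MITF and 2.49 for SOX10, and for TFAP2A the direction reversed, to −2.57. In the strongest decile of SOX10 peaks, those with SMARCA4 were retained less often than those without, by −15.5 percentage points, whereas among distal peaks of that decile the difference was 4.79.

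At the 9 pigment-lineage and remodeller loci together, SOX10 peaks went from 230 in DMSO to 108 in FHT-1015, TFAP2A peaks from 210 to 169, MITF peaks from 139 to 110, SMARCA4 peaks from 252 to 237 and H3K27ac peaks from 181 to 179. SOX10 peaks fell from 24 to 3 at SOX10 itself, from 14 to 1 at DCT, from 21 to 2 at MLANA, from 11 to 2 at TYR, from 21 to 8 at PMEL, from 64 to 30 at MITF, from 33 to 22 at TFAP2A and from 14 to 9 at SMARCA4. TYRP1 was the exception, with 28 SOX10 peaks in DMSO and 31 in FHT-1015, and 22 of the 28 retained. With 100 kb either side it had 32 SOX10 peaks in both conditions, 22 of them retained, while the other 8 loci again had fewer in FHT-1015. A single H3K27ac peak covered the gene in both conditions, at chromosome 9, 12683271 to 12711026 in DMSO and 12683240 to 12714996 in FHT-1015. At the control loci SOX10 peaks went from 20 to 10 (ACTB), 11 to 7 (GAPDH) and 6 to 1 (TBP). The fall in SOX10 peaks was therefore not peculiar to the lineage and remodeller loci, and the ratio over the whole list was 0.322. Counts this small have no replicate behind them.

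**Figure D4:**
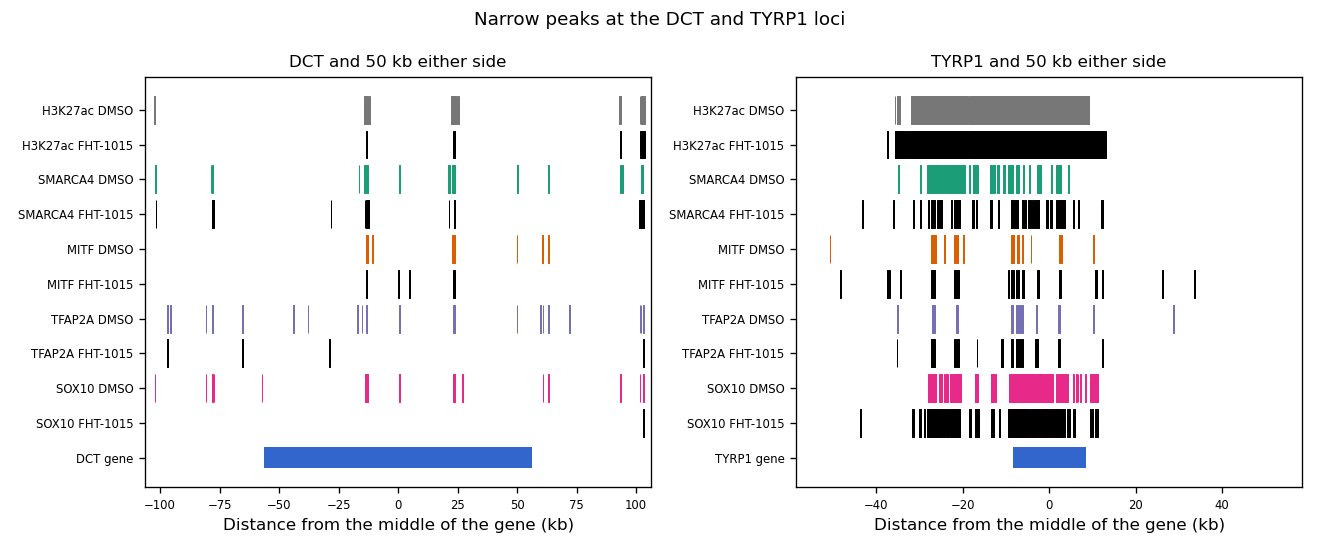
Narrow peaks of the 10 lists at DCT (left) and TYRP1 (right), drawn to scale by distance from the middle of the gene in kb with 50 kb either side; DMSO peaks are coloured, FHT-1015 peaks are black, and a thin outline keeps short peaks visible. SOX10 peaks go from 14 to 1 at DCT and from 28 to 31 at TYRP1.

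The lost SOX10 peak with the highest −log10 p in DMSO (283; fold 34.5) lay inside LIPG at chromosome 18, 49585589 to 49586508, and ranked 17 in its list. The second lay outside any gene at chromosome 16, 35516254 to 35517338 (−log10 p 256), where the SMARCA4 peak at 35516349 to 35517357 (71.1) was among the 3 strongest lost SMARCA4 peaks. The third lay inside COL21A1 at chromosome 6, 56381779 to 56382498 (254). A TFAP2A peak inside ADGRG1 at chromosome 16, 57623442 to 57624115 (298), and a SMARCA4 peak at 57623250 to 57624665 (64.2) were both among the 3 strongest lost peaks of their lists. The strongest lost TFAP2A peak lay inside CTDSPL at chromosome 3, 37909171 to 37909735 (305), and the remaining one was nearest to GPC1. For MITF the strongest lost peak lay inside PLEKHA7 at chromosome 11, 16812084 to 16812759 (−log10 p 299; rank 107), and the others were nearest to SLC6A17 and NSG1. The strongest lost SMARCA4 peak lay inside LOC124904701 at chromosome 19, 35106752 to 35108165 (77.2). The strongest lost H3K27ac peak lay inside BAHCC1 at chromosome 17, 81455121 to 81457867 (146), but ranked 3299 in its list, and the others were nearest to FRMD1 and inside PDCD6.

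FHT-1015-only peaks reached lower −log10 p values. The highest were 57.8 for H3K27ac at chromosome 11, 25576252 to 25577485, with LUZP2 as the nearest gene, 54.6 for TFAP2A inside TBC1D23 at chromosome 3, 100320864 to 100321697, and 53.8 for SMARCA4 inside DTX2 at chromosome 7, 76461719 to 76462076. For MITF the highest was 38.7 inside STARD13 at chromosome 13, 33447141 to 33447774. The highest for SOX10 was 16.4 at chromosome 10, 41889405 to 41889741, in a region without genes, with a fold of only 2.75. The others were in or nearest to DACT3 and DORIP1 for H3K27ac, PSD and EFEMP2 for SMARCA4, SLC8A1 and TMEM131L for MITF, NGB and RBFOX3 for TFAP2A, and CLSTN3 and ADGRG5 for SOX10.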

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

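The coverage threshold, the comparison of strong DMSO peaks with the whole FHT-1015 list, the summit and H3K27ac settings of the boundary comparison and the matched distal setting of the SMARCA4 comparison were chosen only after the results had been seen. Every value here is of 1 library per condition, and a shift beyond the narrow counting intervals says nothing about biological spread.

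Retained shares moved with each setting, and order is H3K27ac, SMARCA4, MITF, TFAP2A and SOX10 throughout. With at least 50% of the DMSO peak covered they were 49.5, 44.2, 29.97, 49.4 and 11.6%. With summits within 200 bp they were 39.5, 36.0, 33.8, 50.04 and 15.8%. A −log10 p of at least 10 in both lists gave 74.3, 54.2, 35.4, 47.7 and 11.1%, and lists of equal number gave 73.3, 55.2, 35.9, 59.8 and 36.0%. With a summit coverage of at least 5 times the library mean they were 61.0, 56.2, 35.8, 55.3 and 18.9%. Strong DMSO peaks against the whole FHT-1015 list gave 87.6, 85.2, 61.7, 71.5 and 33.0%. The broad lists gave 62.5% for H3K27ac and 50.1% for SMARCA4. A stricter threshold in both lists removes weakened FHT-1015 peaks as well as absent ones, so for all 5 antibodies the strong DMSO peaks without a strong counterpart include peaks that were still called. SOX10 was lowest under each setting run for it except equal number, which sets 33268 SOX10 peaks against far more for the others.

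The ratio of FHT-1015 to DMSO peak number kept its direction for H3K27ac, TFAP2A and SOX10 under every setting run for them. For SOX10 it was 0.117 at a −log10 p of at least 10 and 0.0952 at a fold of at least 5. For MITF it reversed, to 0.409, 0.410 and 0.750 at a −log10 p of at least 10, a fold of at least 5 and a coverage of at least 5 times the mean. For SMARCA4 it reversed to 1.097 at a fold of at least 5, and the cause was not tested. The depth of the MITF library from FHT-1015-treated cells, 0.589 of the input, limits the −log10 p that a peak of a given enrichment could reach there.

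The difference between distal and boundary peaks stayed negative for each of the 5 antibodies under every setting run for it. Matched on strength it was −17.2, −35.4, −29.8, −29.2 and −28.1 percentage points. With boundaries within 2.5 kb it was −30.2, −34.8, −29.0, −32.3 and −23.8. At a −log10 p of at least 10 in both lists it was −34.1 for H3K27ac, −40.4 for MITF, −46.1 for TFAP2A and −6.08 for SOX10, where 4707 FHT-1015 peaks were left to overlap. With summits within 200 bp it was −33.7, −20.4, −29.3, −25.2 and −22.9. With only the boundary peaks that carried H3K27ac it was −44.9 for SMARCA4, −40.8 for MITF, −41.8 for TFAP2A and −36.3 for SOX10.

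The difference between peaks with and without SMARCA4 depended most on strength. Matched on it, the values were 4.14 for H3K27ac, 4.65 for MITF and 2.49 for SOX10, and TFAP2A reversed to −2.57. Among distal peaks alone they were 22.99 for MITF, 11.7 for TFAP2A and 10.49 for SOX10. At a −log10 p of at least 10 in all lists they were 6.47 for H3K27ac, 21.6 for MITF, 21.1 for TFAP2A and 13.003 for SOX10. Distal peaks matched on strength gave 5.65 for H3K27ac, 0.948 for MITF and 0.896 for SOX10, and reversed to −8.73 for TFAP2A. Matching on strength thus left little of the H3K27ac, MITF and SOX10 differences. For the other settings the cause was not tested.

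The other values of these comparisons, 13 in number, moved by less than 1.5 times or less than their interval. Of the single values outside these comparisons, 13 moved, namely 10 shares of FHT-1015-only peaks and 3 shares of peaks with SMARCA4, and 10 did not, namely the peak numbers at the 9 loci with windows of 100 kb. The share of FHT-1015-only peaks went from 19.8 to 44.1% for H3K27ac and from 38.5 to 50.7% for SOX10 with summits within 200 bp, and at a −log10 p of at least 10 in both lists from 64.8 to 13.2% for MITF and from 38.5 to 5.31% for SOX10. At that threshold it was 12.7% for H3K27ac and 21.1% for TFAP2A, and stayed at 44.8% for SMARCA4, against 45.4% in the whole lists. The planned comparisons of sequence motifs in lost and retained MITF, TFAP2A and SOX10 peaks, with their alternatives, were not run, since no genome sequence was used here.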

Other observations

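The tests of read depth for SOX10 and MITF, of yield for MITF and of a link peculiar to SOX10, over all and over distal sites, were chosen only after the result was seen, and the question about wide H3K27ac domains was asked only after the values at TYRP1 were seen.

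SOX10 lost more of its DMSO peaks than the other antibodies did under each setting tried for SOX10 except lists of equal number. Fewer reads in the treated library are argued against, since its recovered depth was 1.15 times that of the DMSO library. A uniform drop in the yield of the immunoprecipitation stays open. Averaged over deciles, distal SOX10 peaks were retained less often than boundary peaks of the same decile of strength, by −28.1 percentage points. This difference was −35.4 for SMARCA4, whose ratio of strong peaks was 0.951, so the average does not follow the fall in peaks. In the strongest decile the gap was widest for SOX10, with 82.7% of boundary and 42.7% of distal peaks retained. There the shares were 97.2% and 83.2% for MITF, 98.7% and 87.0% for TFAP2A, 98.2% and 87.6% for SMARCA4, and 99.9% and 99.7% for H3K27ac. Because these orders disagree, the difference cannot separate a lower yield from a loss at the sites. Boundary signal that does not come from SOX10 is also possible. To look at that signal, the retained boundary SOX10 peaks were compared with the FHT-1015 lists of the other 4 antibodies: 57.0% carried peaks of all 4, against 16.8% of lost boundary peaks, 42.7% of retained distal peaks and 4.36% of lost distal peaks. A share of over 80% had been set for signal common to all antibodies at open promoters and a share of under 50% against it, so the 2 readings cannot be told apart for these peaks, because SOX10 bound at active promoters would also coincide with the other antibodies. A loss of SOX10 from distal sites when the remodeller is inhibited remains an open biological explanation, untested by replicates. The SOX10 libraries differed from one another and from the rest in an identifier prefix of unstated meaning, so a batch difference between them was not tested and stays open as well, and a change in the amount of SOX10 protein was not analysed here.

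The MITF list was longer after FHT-1015 but held fewer strong peaks. It also held fewer peaks with a q-value under 0.05, 56681 against 80331 in DMSO. Lower depth as the whole cause of the fewer strong peaks is argued against: with the DMSO reads thinned to the depth of the FHT-1015 library, the number of strong DMSO peaks went from 32840 to 30022, and the ratio of strong peaks was 0.448 instead of 0.409. Of the 32840 strong DMSO peaks, 12571 had no FHT-1015 peak at all. A lower yield of the immunoprecipitation and an effect of the inhibitor stay open, since the matched difference between distal and boundary MITF peaks, −29.8 percentage points, decides no more here than for SOX10. The FHT-1015-only MITF peaks that lengthened the list were compared with the FHT-1015 peaks of the other 4 antibodies. Of these 60043 peaks, 12.1% overlapped one, against 5.20% of shifted peaks (2.32 times) and 74.0% of the other FHT-1015 MITF peaks. Calls a few reads above background and weak binding cannot be told apart for these peaks, because background in open chromatin would also exceed the share of shifted peaks.

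Distal peaks were lost more often than boundary peaks for all 5 antibodies. Greater strength of boundary peaks is argued against as the whole cause, since after matching on strength the difference nearest to 0 was −17.2 percentage points (H3K27ac). Matching was by decile, so strength could still differ within a decile. A candidate explanation that stays open is a greater dependence of distal sites on the remodeller. Any other property that sets boundary peaks apart, such as GC content, which was not analysed here, stays open too. The easier overlap of wide peaks is argued against as the whole cause. With summits within 200 bp, the difference was −33.7 for H3K27ac, −20.4 for SMARCA4, −29.3 for MITF, −25.2 for TFAP2A and −22.9 for SOX10. That setting was not matched on strength, and width was not analysed otherwise. By contrast, the higher retention of peaks with SMARCA4 may be largely a matter of strength: after matching, the difference farthest from 0 among the 4 antibodies was 4.65 percentage points (MITF). Exceptions to this were distal TFAP2A peaks, where the matched difference was −8.73, distal H3K27ac peaks, where it was 5.65, the weakest decile of H3K27ac and MITF peaks, where the difference was 7.34 and 7.38, and the strongest decile of SOX10 peaks, where it was −15.5 over all peaks and 4.79 over distal ones.

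SMARCA4 peaks were retained less often at sites that lost SOX10 than at sites that kept it, but more often than at sites without SOX10. Of the DMSO SMARCA4 peaks over a lost SOX10 peak, 57.0% were retained, of those over a retained SOX10 peak 92.2%, of those without a SOX10 peak 32.9%, and of all 52.0%. Matched on SMARCA4 strength, lost minus kept was −30.0 percentage points, and lost minus without was 9.25. Whether SMARCA4 left the sites that SOX10 left is therefore open, since the sign depends on the sites taken as reference. Whether the link is peculiar to SOX10 among the factors is open for the same reason. Over all sites lost minus kept was −30.08 for TFAP2A (42.9% against 77.1%), −25.8 for MITF and −37.1 for H3K27ac, close to the SOX10 value for TFAP2A, whereas lost minus without was −3.77 for TFAP2A, −3.85 for MITF and 5.99 for H3K27ac. Among distal sites lost minus kept was −29.9 for SOX10, −23.9 for MITF and −22.8 for TFAP2A, while H3K27ac had −33.4. By this reference alone, a stronger link for SOX10 than for these factors may exist there. Lost minus without was not computed for distal sites, so the sign against that reference is not known there.

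At TYRP1 the number of SOX10 peaks was 28 in DMSO and 31 in FHT-1015, with 22 of the 28 retained, and with 100 kb either side it was 32 in both. The number fell at the other 8 lineage and remodeller loci in both windows. TYRP1 lay under 1 H3K27ac peak of 27.8 kb in DMSO and 31.8 kb in FHT-1015. The hypothesis that SOX10 peaks inside the widest H3K27ac domains are kept more often was tested without TYRP1, on distal peaks. In the widest 5% of the DMSO broad H3K27ac domains, which spanned at least 4.49 kb, 36.6% of 6811 SOX10 peaks were retained, and in the other domains 17.5% of 32144. Matched on strength the difference was 18.1 percentage points, in the same direction in all 10 deciles, so width of the acetylated domain may be part of what sets TYRP1 apart. Whether the peaks kept there are SOX10 binding, or signal that strongly acetylated chromatin gives with any antibody, remains open.

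Some values belong to no comparison. Peaks on unplaced and unlocalised contigs rose from 74 to 306 for SOX10 while the whole list shrank, which took their share from 0.0716% to 0.920%; they went from 57 to 121 for MITF, from 61 to 143 for TFAP2A, from 33 to 63 for SMARCA4 and from 64 to 50 for H3K27ac. Within gene bodies, the length covered by H3K27ac peaks rose in 4864 protein-coding genes and fell in 8565. The extremes, chosen after their values were seen, were HMCN1, where covered length rose from 47.2 to 81.1 kb and peaks from 28 to 77, and FAM53B, where covered length went from 68.6 to 22.8 kb and peaks from 46 to 20. PCDH7 (69.5 to 100.7 kb) and RPS6KA3 (26.0 to 55.2 kb) followed HMCN1, and MSI2 (63.7 to 19.4 kb) and XYLT1 (53.0 to 11.9 kb) followed FAM53B.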
